A study of Arabidopsis thaliana with 8 samples. Its data were reported in "RNA Pol IV induces antagonistic parent-of-origin effects on Arabidopsis endosperm" (2022).

How the data were processed

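Small RNAs (sRNAs) were sequenced from endosperm dissected 7 days after pollination from seeds of crosses between the Arabidopsis thaliana accessions Ler (mother) and Col-0 (father). NRPD1 encodes the largest subunit of RNA polymerase IV, and the mutant allele is a T-DNA insertion made in Col-0 and introgressed into Ler. The 8 libraries fall into 3 genotypes by their titles: 3 libraries of mat nrpd1+/- (mutant Ler mother, wild-type Col-0 father), 2 of pat nrpd1+/- (wild-type Ler mother, mutant Col-0 father; replicates 2 and 3) and 3 of nrpd1-/- (both parents mutant). Each library was made from seeds of different parent plants. The wild-type (WT) Ler x Col-0 libraries belong to another series and were not analysed here as samples. Only the WT means that the authors' tables give or allow to be worked out, and their fold changes and p-values, were used, and 287 per-library columns, including those of WT libraries, were left out.

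The authors trimmed the reads, removed adapters with Cutadapt, removed PCR duplicates by the random bases of the adapters with Prinseq-lite, and aligned the rest with Bowtie to the TAIR10 Col-0 genome and a Ler pseudo-genome whose coordinates were then lifted to Col-0. Each read was kept at 1 best alignment, so reads that match several TE copies equally well are spread over those copies or placed at 1 of them, and the value of a single TE insertion is less certain than that of a unique gene. The authors sorted aligned reads into size classes of 21, 22, 23 and 24 nt and counted them in Araport11 genes, in TE insertions and in 300 bp windows. The deposited per-library columns hold raw read counts for each gene or TE insertion. The deposited normalized columns and means hold a signal, the counts divided by DESeq2 size factors. The paper states that TE reads were scaled by genic sRNAs, but the factors that the TE tables hold differ from those of the gene tables. The authors' fold changes are log2 values of mutant over WT with their standard errors (SE), from pairwise DESeq2 fits. The deposited p-values are those of the same fits after adjustment for multiple tests. The window lists hold log2 fold changes of windows past the authors' threshold, with neighbouring windows already merged into regions.

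The 30 deposited files are 24 gene and TE tables (1 per genotype, size class and feature) and 6 window lists (21 and 24 nt). Each TE table lists 27104 insertions and each gene table lists 33433 genes, with a further 427 mature miRNA entries in the 21- and 24-nt tables. The 21-nt gene table of nrpd1-/- holds 2099 entries of its own, all with an adjusted p under 0.05, followed by 31766 entries that repeat the pat nrpd1+/- table. Only the former were used, so that this table gives numbers of changed genes but no share. In the 23-nt TE table of pat nrpd1+/- the per-library columns are named as the mat cross and were not used. The gene tables give no WT mean, so it was worked out from the authors' mean over all libraries and the normalized counts of the mutant libraries. No mature miRNA entry shares an identifier with a miRNA gene of the reference annotation, so the entries themselves stood for miRNAs.

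Loci changed against WT were tallied from the authors' deposited DESeq2 results by the study's own rule, an adjusted p of 0.05 or less and a fold change of at least 2, with a WT value of 5 or higher for loci that were lower. The denominator of each share is the number of loci with a WT value of 5 or higher. Loci that were higher had no WT minimum. Shares of loci carry 95% Wilson intervals where given. Sharing between the heterozygotes was counted over loci with an adjusted p in both tables, and the number expected from independent lists was computed from the list sizes. Both heterozygotes were compared with the same WT libraries, so fold changes in the 2 tables share the chance values of those libraries. To measure this, 10 data sets with unchanged groups against shared controls were simulated at the depth and spread of the tables. Windows were compared between lists with bedtools 2.31.1 at an overlap of at least 1 bp.

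Libraries of this series were compared directly with edgeR 4.0.16 in R 4.3.3, 2 groups at a time and with no covariate, as quasi-likelihood tests on raw counts. Loci with low counts were removed with filterByExpr, and library sizes came from reads in genes with TMM factors. TEs took the genic library sizes and factors. A locus was called at a Benjamini-Hochberg adjusted p of 0.05 or less and a fold change of at least 2. The 3 pairs of genotypes were tested for 24-nt sRNAs at genes and at TEs, and mat against pat also for 21-nt sRNAs. The 22- and 23-nt classes are reported from the authors' tables. Library-scaled counts (counts per 1e6 reads, CPM) are given as mean ± SD over libraries and come from the same fit as the fold change beside them. On simulated data, with 4-fold changes put into 200 loci, the tests of 24-nt sRNAs recovered 81.0% of these genes for mat against pat, 67.5% for mat against nrpd1-/- and 42.0% for pat against nrpd1-/-. At TEs they recovered 92.5%, 67.5% and 64.0%. For 21-nt sRNAs the tests recovered 86.5% of the genes and 90.5% of the TEs. In each of these simulations 3 to 11 unchanged loci were called. Tables were handled with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and plots drawn with matplotlib 3.10.9.

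Choices made before the data were examined were the samples, groups, tests and thresholds, most of the alternative settings, and the rule for naming loci. That rule names NRPD1 (AT1G63020) in every comparison. For 24-nt sRNAs it also names, in each of the authors' comparisons and separately for genes and TEs, the 2 loci with the largest fall and the 1 with the largest rise among called loci with a WT mean of 5 or higher for a fall, or a mean over both groups of 5 or higher for a rise. For mat against pat it names the 2 genes and the 2 TEs with the largest change in each direction among called loci whose groups do not overlap. Fold changes against a group with no reads are given as bounds from a floor of 3 reads over the group. Positions are 1-based TAIR10 coordinates, and 33148 of the 33433 gene identifiers matched the reference annotation, from which gene types were taken. The mature miRNA entries are named as the tables list them.

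The alternatives tried were a stricter adjusted p of 0.01, a WT minimum of 20, no minimum fold change, other denominators, DESeq2 1.42.0 with its own test, DESeq2 size factors inside edgeR, library sizes from mature miRNA reads, TMM factors from TEs, no filter on low counts, a fit of all 8 libraries together, the replicate number as a block, each library left out in turn, a stricter window fold of 4 and a larger window overlap. After the data were seen, shares of lower loci that were also lower elsewhere were compared with those of other loci of similar WT mean, in 5 bins at the quintiles of the lower loci. Mature miRNA reads were tried because the authors' methods state that the size factors of DESeq2 underestimate WT libraries against nrpd1-/-.

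Depth differed between genotypes. The 24-nt reads of a library numbered 7202491 to 9258524 in mat nrpd1+/-, 7304432 to 17186481 in pat nrpd1+/- and 641498 to 1117961 in nrpd1-/-. Between 53.2% and 89.6% of the reads of a size class were counted in no gene of the tables, either because they lay in none or because they could not be given to a single gene, over the libraries and classes with a total. The 21-nt gene table of nrpd1-/- gives none. Intervals and floors cover counting error only.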

Results

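The series holds 8 sRNA libraries from F1 endosperm of Ler x Col-0 crosses at 7 days after pollination. The libraries fall into 3 genotypes, with 3 libraries of mat nrpd1+/- (the mother lacked functional NRPD1), 2 of pat nrpd1+/- (the father lacked it) and 3 of nrpd1-/-. The question was what the loss of the maternal, the paternal or every copy of NRPD1, a gene needed to make RNA polymerase IV, does to endosperm sRNAs. The 24-nt reads counted in genes numbered 880535 to 1099934 per library in mat nrpd1+/-, 1117563 to 3274885 in pat nrpd1+/- and 281070 to 484720 in nrpd1-/-. In TEs the 24-nt reads numbered 3938138 to 5140627, 3604164 to 7192000 and 188781 to 266482, respectively. For 21-nt sRNAs the size-class totals were 2204636 to 2493601 reads in mat nrpd1+/- and 2729544 to 4682246 in pat nrpd1+/-.

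The share of 24-nt reads counted in no gene, which includes reads that could not be given to a single gene, was 88.1% ± 0.354 (SD, n = 3) in mat nrpd1+/-, 82.8% ± 2.66 (SD, n = 2) in pat nrpd1+/- and 56.8% ± 0.703 (SD, n = 3) in nrpd1-/-. The mat and nrpd1-/- ranges, 87.8% to 88.5% and 56.2% to 57.6%, were far apart, and a 2-sided exact permutation test gave p = 0.1, the smallest that 3 libraries against 3 allow. Replicates differed by more than counting noise, with a chi-square per degree of freedom of 2.21 to 28.5 for pairs within a genotype. Over the 3248 genes with a mean of at least 20 reads, Spearman's rho between 24-nt counts was 0.965 to 0.974 within mat nrpd1+/-, 0.940 for the pat pair and 0.673 to 0.769 within nrpd1-/-. Between mat and pat libraries rho was 0.694 to 0.765. These correlations run across genes, which are not independent replicates.

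In the authors' deposited tables, 3971 of 8935 genes (44.4%) with a WT value of 5 or higher had lower 24-nt sRNAs in nrpd1-/- than in WT. In mat nrpd1+/- 327 of 15673 genes (2.09%) were lower and in pat nrpd1+/- 60 of 17289 (0.347%), by the authors' deposited tables. Among TE insertions of the same tables by the authors, 7793 of 13488 (57.8%) were lower in nrpd1-/-, 545 of 19071 (2.86%) in mat nrpd1+/- and 261 of 19317 (1.35%) in pat nrpd1+/-. For these 24-nt sRNAs a WT value of 5 is a stricter cut in nrpd1-/-, since each comparison scaled the WT libraries anew. The WT mean of the gene AT1G06927 was 696 in the nrpd1-/-, 1295 in the mat and 1485 in the pat comparison. That of the TE AT2TE08515 was 91.7, 446 and 482. The shares thus do not rest on the same loci. The median log2 fold change of the lower genes was -3.34 in nrpd1-/-, -2.73 in mat nrpd1+/- and -1.39 in pat nrpd1+/-, and that of the lower TEs was -2.35, -1.66 and -1.27. At named loci the authors' fold changes were smaller in size than log2 ratios of mean normalized counts, unequally between genotypes. At AT1G09533 they were -3.06 (nrpd1-/-), -5.04 (mat) and -3.21 (pat), against ratios of -3.19, -6.08 and -5.13. Medians and 2-fold calls are thus not strictly on the same scale across genotypes. Of the alternatives tried, a WT minimum of 20 moved the number of lower genes in nrpd1-/- most, to 2471, and dropping the minimum fold change moved the number of lower TEs in mat nrpd1+/- most, to 849. Over genes that the authors' fits gave an adjusted p, the shares were 4.49% in mat nrpd1+/- and 0.992% in pat nrpd1+/-. Genes higher than WT, mature miRNA entries included, numbered 1440 in nrpd1-/-, 271 in mat nrpd1+/- and 44 in pat nrpd1+/-, and TEs 629, 251 and 24. Of the higher genes, 219 in mat and 20 in pat nrpd1+/- were genes with a position in the reference annotation. With a WT minimum of 5, an alternative added after the data were seen, the numbers higher in nrpd1-/- were 571 genes and 205 TEs.

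**Figure D1:**
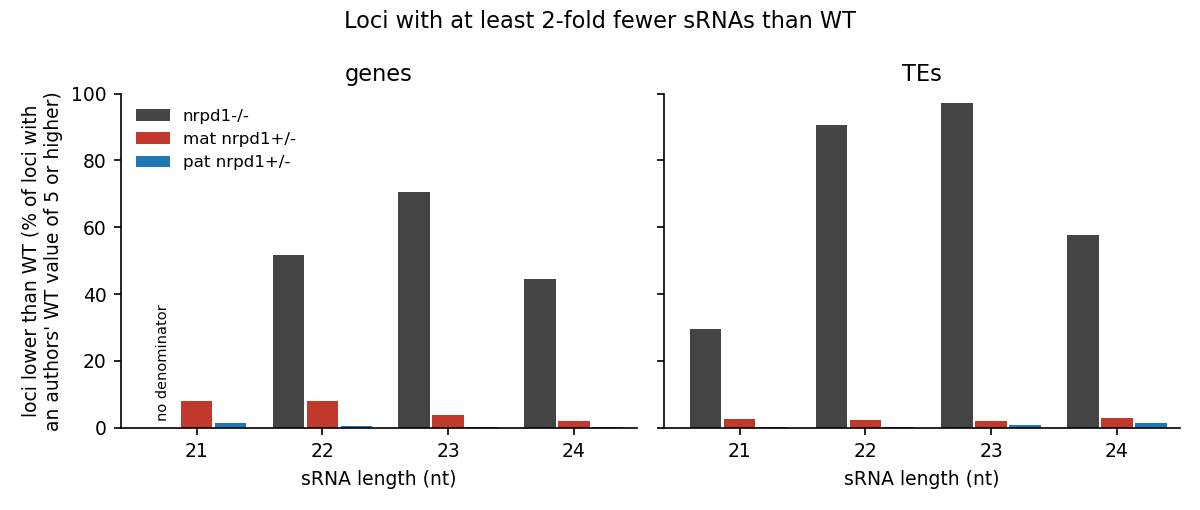
Bars give the percent of genes (left) and TE insertions (right) with a WT value of 5 or higher that were at least 2-fold lower than WT in the authors' deposited tables, by sRNA length in nt and genotype. For 24-nt sRNAs at genes the bars stand at 44.4% (nrpd1-/-), 2.09% (mat nrpd1+/-) and 0.347% (pat nrpd1+/-), and the 21-nt gene table of nrpd1-/- gives no denominator. WT values were scaled within each comparison, so for 24-nt sRNAs the cut is stricter in nrpd1-/-.

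The order of the genotypes was the same in the shorter classes of the authors' deposited tables. For 21-nt sRNAs, 1631 genes were lower in nrpd1-/-, 388 of 4909 (7.90%) in mat nrpd1+/- and 74 of 5519 (1.34%) in pat nrpd1+/-. These genes include mature miRNA entries, whose own numbers are given below. At TEs, 1579 of 5348 insertions (29.5%), 277 of 9935 (2.79%) and 30 of 10030 (0.299%) had lower 21-nt sRNAs in these genotypes. For 22-nt sRNAs the shares of lower genes were 51.8%, 8.16% and 0.492%, and those of lower TEs 90.4%, 2.29% and 0.102%. For 23-nt sRNAs they were 70.5%, 3.90% and 0.385% of genes and 97.2%, 1.89% and 0.797% of TEs.

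In the authors' deposited table of nrpd1-/-, the largest falls in 24-nt sRNAs among genes were at AT5G28560 (protein-coding, chromosome 5, 10566846 to 10567130) and AT1G06927 (lncRNA, chromosome 1, 13250536 to 13250970). Their log2 fold changes were -7.05 (SE 0.700, adjusted p = 5.01e-16) and -6.96 (SE 0.582, adjusted p = 5.29e-26). AT5G28560 had 3 reads in the nrpd1-/- libraries together, and its worked-out WT mean was 204 times the normalized mean of these libraries, with an exact Poisson 95% interval of 69.8 to 989. All 3 reads lay in nrpd1-/- replicate 2, and without it the gene was at least 128-fold lower, from a floor of 3 reads over the other libraries. The largest falls among TEs were at AT2TE04060 (family ATDNAI27T9A, chromosome 2, 904458 to 904625; adjusted p = 2.75e-07) and AT2TE08515 (RP1_AT, chromosome 2, 1850849 to 1851122; adjusted p = 3.45e-07). Neither TE had a read in nrpd1-/-, so that they were at least 19.3-fold and 18.0-fold lower than the WT mean, from a floor of 3 reads over the group. As a log2 ratio of the mean normalized count to the WT mean worked out from the authors' deposited table, AT1G06927 stood at -7.39, and at -8.95 without nrpd1-/- replicate 1. The largest rises were at a mature miRNA entry that the tables name ath_Chr1_7423522_7423543 (log2 fold change 7.68, SE 0.620, adjusted p = 8.78e-27) and at AT3TE41045 (ATREP3, chromosome 3, 9857882 to 9859946; log2 fold change 9.06, SE 0.274, adjusted p = 3.01e-234).

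Against WT, mat nrpd1+/- lost most 24-nt sRNA at AT3G05025 (lncRNA, chromosome 3, 9707053 to 9707354) and AT1G13760 (chromosome 1, 4720243 to 4721342). Their log2 fold changes in the authors' deposited table were -10.12 (SE 0.316, adjusted p = 5.11e-135) and -9.69 (SE 0.294, adjusted p = 5.14e-175), with WT means of 15257 and 15097 normalized counts worked out from that table. In the authors' pat table the same genes stood at 0.24 and 0.41, neither past the threshold, and in the nrpd1-/- table at -3.55 and -3.46. The nrpd1-/- values rest on replicates 1 and 2, with 598, 216 and 13 reads at AT3G05025 and 614, 263 and 16 at AT1G13760. As log2 ratios of the mean normalized count to the WT means worked out from the authors' deposited tables, these genes stood at -3.93 and -3.80 in nrpd1-/-, and at -5.18 and -4.87 without replicate 1. In mat nrpd1+/- this ratio was -11.60 at AT3G05025, and -12.27 without mat replicate 1. Among TEs the largest falls were at AT2TE52215 (ATREP10D, chromosome 2, 11993118 to 11993984; log2 fold change -6.81, SE 0.297, adjusted p = 2.89e-82) and AT3TE35690 (HELITRON4, chromosome 3, 8510082 to 8510115; log2 fold change -6.55, SE 0.265, adjusted p = 5.44e-42). The largest rises were at the mature miRNA entry ath-miR168a_Chr4_10578651_10578672 (log2 fold change 3.77, SE 0.274, adjusted p = 1.51e-40) and at AT1TE83180 (ATENSPM6, chromosome 1, 25343970 to 25344163; log2 fold change 3.03, SE 0.324, adjusted p = 2.26e-11). Without mat replicate 1 the ratio of AT2TE52215 to the authors' deposited WT mean went from -10.74 to -11.39. AT1TE83180 lies within the region of chromosome 1 around NRPD1 where loci higher in mat nrpd1+/- were gathered.

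In pat nrpd1+/-, the largest falls among genes of the authors' deposited table were at AT1G06927 (log2 fold change -3.52, SE 0.298, adjusted p = 3.64e-29) and the snoRNA gene AT1G09533 (chromosome 1, 28212219 to 28212357; log2 fold change -3.21, SE 0.325, adjusted p = 4.73e-18). In the authors' mat table AT1G06927 stood at 0.02 (adjusted p = 0.973) and AT1G09533 at -5.04. The largest falls among TEs were at AT2TE04060 (log2 fold change -3.64, SE 0.241, adjusted p = 3.34e-39) and AT5TE00870 (HARBINGER, chromosome 5, 250799 to 250963; log2 fold change -3.34, SE 0.261, adjusted p = 8.73e-28). The largest rises were again at ath-miR168a_Chr4_10578651_10578672 (log2 fold change 2.86, SE 0.311, adjusted p = 1.39e-16) and at AT2TE45630 (ATREP4, chromosome 2, 10643917 to 10644005; log2 fold change 1.70, SE 0.236, adjusted p = 7.42e-10). Single libraries moved the log2 ratio of the mean normalized count to the WT mean, worked out for genes and miRNA entries and given for TEs in the authors' deposited tables, at some of these loci. It went from -4.71 to -5.43 at AT1G06927 without pat replicate 3. Without pat replicate 2 it went from -5.26 to -5.93 at AT5TE00870 and from 3.85 to 3.16 at ath-miR168a_Chr4_10578651_10578672. In mat nrpd1+/- AT1G09533 went from -6.08 to -7.12 without mat replicate 3.

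The 327 genes lower in mat nrpd1+/- were rich in reads in WT. They held 32.0% of the sum over genes of the WT means worked out from the authors' deposited tables, and their median WT mean was 143 normalized counts, against 10.6 over all genes with a WT value of 5 or higher. They held 1.02% ± 0.0499 of the 24-nt genic reads in mat nrpd1+/- (SD, n = 3), 38.9% ± 7.13 in pat nrpd1+/- (SD, n = 2; 43.9% and 33.8%) and 4.13% ± 2.53 in nrpd1-/- (SD, n = 3; 6.77%, 3.87% and 1.74%). The 60 genes lower in pat nrpd1+/- held 1.83% of the sum of these worked-out WT means. They held 0.208% ± 0.00884 of the genic reads in pat nrpd1+/- (SD, n = 2) and 1.03% ± 0.0370 in mat nrpd1+/- (SD, n = 3). The 545 TEs lower in mat nrpd1+/- held 3.70% of the authors' WT means over TEs, 0.459% ± 0.0228 of the TE reads in mat nrpd1+/- (SD, n = 3) and 5.12% ± 1.81 in pat nrpd1+/- (SD, n = 2).

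At NRPD1 itself (AT1G63020, protein-coding, chromosome 1, 23354685 to 23362589), where the T-DNA of the mutant allele lies, 24-nt sRNAs were higher than WT in mat nrpd1+/- by the authors' deposited table (log2 fold change 2.74, SE 0.234, adjusted p = 1.35e-29). The same table set gave 1.01 in pat nrpd1+/- (SE 0.301, adjusted p = 0.0494), which no longer passed at an adjusted p of 0.01, and 0.10 in nrpd1-/- (SE 0.401, adjusted p = 0.883). For 23-nt sRNAs the authors' mat table gave 3.08 (adjusted p = 1.88e-12) and for 22-nt sRNAs 1.82 (adjusted p = 0.0491, which did not pass at 0.01). For 21-nt sRNAs neither the authors' mat table (0.94, adjusted p = 0.233) nor their pat table (-0.24, adjusted p = 0.999) passed the threshold. Tested directly, pat nrpd1+/- was lower than mat nrpd1+/- by a log2 fold change of -1.33 (SE 0.199, adjusted p = 0.000367), at 84.3 CPM ± 1.70 (SD, n = 2) against 212 CPM ± 12.7 (SD, n = 3), with no overlap between the libraries. For 21-nt sRNAs the change was -1.08 (SE 0.297, adjusted p = 0.0352). Without mat replicate 1 or 3 or pat replicate 2 it was -1.16, -1.05 and -1.17, each with an adjusted p over 0.05, as it also was without pat replicate 3. The tests of nrpd1-/- were of 24-nt sRNAs alone. Against mat nrpd1+/- the 24-nt change was -0.70 (SE 0.258, adjusted p = 0.0253; 71.5 CPM ± 8.24 and 116 CPM ± 7.57, SD, n = 3 each), with TMM factors less than the 2-fold change that a call needs. It was -2.80 with DESeq2 size factors and -5.14 with library sizes from mature miRNA reads, both past 2-fold. Leaving out mat replicate 1, 2 or 3 gave -0.42, -0.45 and -0.36, each with an adjusted p over 0.05. Leaving out nrpd1-/- replicate 1, 2 or 3 gave -1.18, -1.27 and -1.39, each with an adjusted p of 0.05 or less. In nrpd1-/- against pat nrpd1+/- it was 0.85 (SE 0.419, adjusted p = 0.0829) and changed sign with the scaling, to -1.19 with DESeq2 size factors and -3.54 with library sizes from mature miRNA reads. These are sRNA reads at the locus and do not measure NRPD1 mRNA.

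Of the genes with lower 24-nt sRNAs, 22 were lower in both heterozygotes in the authors' deposited tables, which is 6.73% of those lower in mat nrpd1+/- and 36.7% of those lower in pat nrpd1+/-. Independent lists over the 5937 genes with an adjusted p in both tables by the authors would share 3.28. Among TEs 82 were lower in both of the authors' tables (15.0% and 31.4%), against 8.36 for independent lists over 16975 TEs. Without a minimum fold change the authors' tables shared 138 lower TEs. A further 24 genes (mature miRNA entries included) and 10 TEs were higher in both, while 2 genes and 3 TEs were lower in mat and higher in pat, and 2 genes and 2 TEs the reverse. Over all these genes the log2 fold changes of the authors' tables had a Pearson's r of 0.0878 and a Spearman's rho of 0.350, and over the TEs 0.295 and 0.498. These values run across loci, which are not independent replicates, and unchanged groups that share WT libraries gave r of 0.413 to 0.448 at genes and 0.418 to 0.447 at TEs in simulation. The observed r lies below these ranges. Simulated rho was 0.399 to 0.431 at genes, above the observed rho, and 0.392 to 0.415 at TEs, below the observed rho. With fold changes rebuilt from library values, r over genes rested on the pat libraries: it was 0.304 without pat replicate 2 and 0.0289 without pat replicate 3. Leaving out mat replicate 1, 2 or 3 gave 0.196, 0.189 and 0.193, against 0.194 with every library. Over TEs r was 0.403 without pat replicate 2 and 0.186 without pat replicate 3, against 0.327 with every library. In the shorter classes, 60 genes (21 nt, mature miRNA entries included), 11 genes (22 nt) and 15 genes (23 nt) were lower in both.

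**Figure D2:**
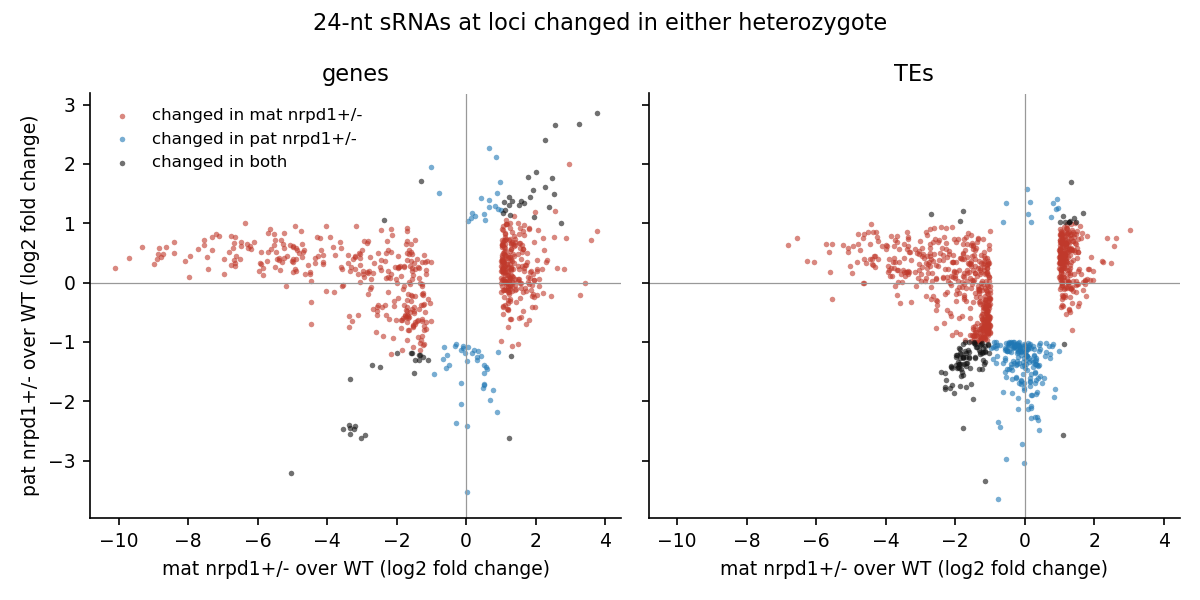
Each point is a gene (left) or TE insertion (right) with 24-nt sRNAs called changed against WT in mat nrpd1+/- (red), pat nrpd1+/- (blue) or both (black), at its log2 fold change in mat (horizontal) and pat (vertical) from the authors' deposited tables. Lower in both were 22 genes and 82 TEs, against 327 genes and 545 TEs lower in mat and 60 genes and 261 TEs lower in pat.

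Of the genes lower in mat nrpd1+/-, 245 (74.9%) were also lower in nrpd1-/- in the authors' deposited tables, with no WT minimum there, against 26.2% of all genes with a WT value of 5 or higher. For pat nrpd1+/- the authors' tables gave 40 genes (66.7%, against 23.7%). Among TEs the share was 19.1% for mat nrpd1+/- (104 TEs), below the 40.9% of all TEs in the authors' tables, and 46.4% for pat nrpd1+/- (121 TEs, against 40.3%). At genes these shares of all loci rest mostly on loci with few reads, where a loss is harder to call. At TEs they do not. The median WT mean of all TEs with a WT value of 5 or higher was 65.3 in the mat and 68.6 in the pat table. The TEs lower in mat and pat nrpd1+/- had medians of 61.1 and 65.1. Other loci of similar WT mean, a comparison chosen after the data were seen, were lower in nrpd1-/- in 76.3% (genes) and 42.5% (TEs) of cases for mat and in 83.2% and 41.1% for pat nrpd1+/- in the authors' deposited tables. The genes lower in either heterozygote were thus not lower in nrpd1-/- more often than other genes with as many reads. At the 42 TEs lower in mat nrpd1+/- with a WT mean of 1000 or more, the nrpd1-/- libraries differed. Median reads in replicates 1 and 2 were 4.01% and 1.60% of the WT mean, against 0.806% and 1.03% at unchanged TEs. In replicate 3 they were 0.164%, against 0.544%. The low share of TEs lower in mat nrpd1+/- thus cannot be read as less dependence on NRPD1. The ATDNA12T3_2 family, with 649 copies in the tables, made up 146 of the 545 TEs lower in mat nrpd1+/-, 72 of the 261 lower in pat nrpd1+/- and 68 of the 82 lower in both. Of the shared TEs, 51 lay in chromosome 5 between 12 and 13 Mb. This family was singled out after its values were seen.

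To ask whether shorter sRNAs are lost where 24-nt sRNAs are, the loci lower in nrpd1-/- were compared between size classes of the authors' deposited tables. These lists take loci with an adjusted p in both classes and set no WT minimum, so they are longer than the tallies of lower loci given above. Of the genes that lost 21-nt sRNAs, 1524 of 1632 (93.4%, 95% Wilson interval 92.1% to 94.5%) also lost 24-nt sRNAs. The usable 21-nt table lists significant genes alone and gives no matching share of all genes. The shares were 96.9% for 22-nt sRNAs (1680 of 1734, 96.0% to 97.6%, against 35.0% of all genes compared) and 74.6% for 23-nt sRNAs (3302 of 4426, 73.3% to 75.9%, against 30.2%). For TEs they were 93.8% (1500 of 1599, 92.5% to 94.9%), 80.5% (6790 of 8436, 79.6% to 81.3%) and 55.4% (7776 of 14037, 54.6% to 56.2%) for 21-, 22- and 23-nt sRNAs. The matching shares of all TEs compared were 64.6%, 63.9% and 47.1%. Loci not lower in the shorter class but of similar 24-nt WT mean, a comparison chosen after the data were seen, lost 24-nt sRNAs in 37.1% (22 nt) and 9.55% (23 nt) of genes in the authors' deposited tables. At TEs these shares were 80.2%, 18.2% and 2.18% for 21, 22 and 23 nt, so the excess at TEs was smallest for 21-nt sRNAs. Few such loci had many reads, with 25 genes (22 nt) and 13 TEs (23 nt) in the smallest of 5 bins of WT mean in the authors' tables, so these shares are rough. Requiring a WT value of 5 or higher in both size classes moved the share of 23-nt TEs most, to 60.3%. The authors scaled each size class apart, and these shares are relative to that scaling. With 1 scaling from mature miRNA reads, 99.6% (24 nt) and 99.7% (23 nt) of tested TEs were lower in nrpd1-/- than in mat nrpd1+/-. The TE shares thus do not show that 24-nt sRNAs were kept at the other TEs.

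Mature miRNAs served as sRNAs made without RNA polymerase IV. In the authors' deposited 24-nt table of nrpd1-/-, 47 of 143 mature miRNA entries (32.9%) were lower and 74 (51.7%) higher than WT, with a median log2 fold change of 1.41. These values are relative to the authors' size factors, so the median alone does not show a rise of miRNAs. The paper describes a bias of such factors between WT and nrpd1-/-, and reports that most miRNAs were unaffected. Among the other genes of that table by the authors, 3924 of 8792 (44.6%) were lower and 497 (5.65%) higher, with a median of -2.04. A WT minimum of 20 moved the share of lower genes to 88.0%. In the authors' 21-nt table of nrpd1-/-, 42 entries were lower and 113 higher, against 1589 and 182 of the other genes. In the heterozygotes, the authors' 21-nt tables had 44 lower (16.5%) and 69 higher (25.9%) of 266 entries in mat nrpd1+/- and 27 lower and 50 higher (18.5%) of 270 in pat nrpd1+/-. The other genes of these tables by the authors were lower in 7.41% and higher in 1.42% for mat nrpd1+/-, and in 0.895% and 0.514% for pat nrpd1+/-. Compared directly, mat and pat libraries differed at 3 of 241 tested entries (1.24%) for 21-nt and at 21 of 161 for 24-nt sRNAs.

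Compared directly, which needs no WT library, pat nrpd1+/- had lower 24-nt sRNAs than mat nrpd1+/- at 206 and higher at 410 of 7766 tested genes. At 1606 genes the unadjusted p was under 0.05. At TEs 523 were lower and 424 higher of 16646 tested. The split between lower and higher depended on the scaling. Of called genes 66.6% were higher with TMM factors, 46.1% with DESeq2 size factors (404 lower, 346 higher) and 42.9% with library sizes from mature miRNA reads (468 lower, 351 higher), which shifted the median log2 fold change of genes by -0.26 and -0.31. Of called TEs 44.8% were higher with TMM factors from genes, 30.4% with size factors and 30.2% with miRNA reads, at shifts of -0.24 and -0.27. Without pat replicate 3, a single pat library gave 421 lower and 575 higher genes and 1360 lower and 467 higher TEs, and without mat replicate 2 the lower TEs numbered 340.

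For 21-nt sRNAs 73 genes were lower and 282 higher in pat than in mat nrpd1+/- of 2830 tested, and 188 TEs were lower and 231 higher of 8165. The share of called genes that were higher was 79.4% with TMM factors and 67.5% with DESeq2 size factors. At TEs it was 55.1% with TMM factors from genes, 41.3% with size factors and 70.1% with TMM factors from TEs. Single libraries moved these numbers. Without pat replicate 3, 167 genes were lower and 474 higher and 665 TEs were lower, and without pat replicate 2 the lower genes numbered 48 and the lower TEs 113. Without mat replicate 3 the lower genes numbered 122.

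The largest rises from mat to pat nrpd1+/- were at AT3G05025 (log2 fold change 12.10, SE 0.413, adjusted p = 8.94e-11) and AT2G16575 (protein-coding, chromosome 2, 7184652 to 7185245; log2 fold change 11.68, SE 0.434, adjusted p = 1.44e-10). AT3G05025 rose from 3.38 CPM ± 2.17 (SD, n = 3) to 15644 CPM ± 5759 (SD, n = 2), and AT2G16575 from 1.36 CPM ± 0.548 to 4692 CPM ± 2252. The largest falls were at AT1G17545 (protein-coding, chromosome 1, 6033109 to 6033908; adjusted p = 0.0316) and AT3G08005 (lncRNA, chromosome 3, 18087424 to 18087739; adjusted p = 5.42e-05). AT1G17545 had 17, 6 and 127 reads in mat nrpd1+/-, so that replicate 3 holds most of them, and 2 reads in pat nrpd1+/- together. Its pooled ratio of mat over pat was 57.5, with an exact 95% interval of 15.7 to 480 for counting error. AT3G08005 had 74 reads in mat and 1 in pat nrpd1+/-, a ratio of 56.8 with an interval of 9.88 to 2273. The pat reads of both genes lay in pat replicate 2, and without it they were at least 13.2-fold (AT1G17545) and 5.77-fold (AT3G08005) lower than in mat nrpd1+/-, from a floor of 3 reads in the other library. The limit and the ratio of AT1G17545 rest on mat replicate 3, at 119 CPM. Mat replicates 1 and 2 stood at 12.3 and 4.68 CPM, and no limit was worked out without replicate 3. Among TEs, AT4TE45215 (META1, chromosome 4, 9962229 to 9962293) and AT3TE22715 (HELITRONY1B, chromosome 3, 5406479 to 5406576) had no reads in mat nrpd1+/-. They stood at 527 CPM ± 296 and 371 CPM ± 178 in pat nrpd1+/- (SD, n = 2). This was at least 656-fold and 462-fold higher from a floor of 3 reads over the group (0.803 CPM). These limits lean on pat replicate 2. It stood at 736 CPM (AT4TE45215) and 496 CPM (AT3TE22715), against 318 and 245 CPM in pat replicate 3. AT5TE54145 (ATREP3, chromosome 5, 15006585 to 15006630) fell from 14.6 CPM ± 2.60 (SD, n = 3) to no reads, at least 13.9-fold lower. AT5TE56055 (ATREP12, chromosome 5, 15507707 to 15508062) fell by 5.51 on the log2 scale (SE 0.403, adjusted p = 9.36e-06), from 83.5 CPM ± 15.3 to 1.89 CPM ± 0.543.

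Compared with mat nrpd1+/-, which asks where a functional paternal copy restores sRNAs, nrpd1-/- had lower 24-nt sRNAs at 1860 and higher at 1233 of 4538 genes. At TEs 11870 were lower and 233 higher of 13813. Compared with pat nrpd1+/-, which asks the same for the maternal copies, nrpd1-/- was lower at 1412 and higher at 948 of 3090 genes, and lower at 9300 and higher at 163 of 10366 TEs. With all 8 libraries in a single fit, nrpd1-/- was lower than pat nrpd1+/- at 2962 genes, the alternative that moved this number most. The split between lower and higher depended on the scaling. Of the genes called against mat nrpd1+/-, 39.9% were higher with TMM factors, 22.2% with DESeq2 size factors (3253 lower, 927 higher) and 2.72% with library sizes from mature miRNA reads (3645 lower, 102 higher). Against pat nrpd1+/- the shares were 40.2%, 28.1% and 2.39%. The median log2 fold change of genes shifted by -2.08 with size factors and -4.35 with miRNA reads against mat nrpd1+/-, and by -2.06 and -4.37 against pat nrpd1+/-. At TEs the median shifted by 2.40 against mat and 2.63 against pat nrpd1+/- when the TMM factors came from TEs, and 1133 TEs were then lower and 811 higher against mat, and 141 lower and 726 higher against pat nrpd1+/-. Directions of single genes in these comparisons are therefore relative to the scaling named.

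**Figure D3:**
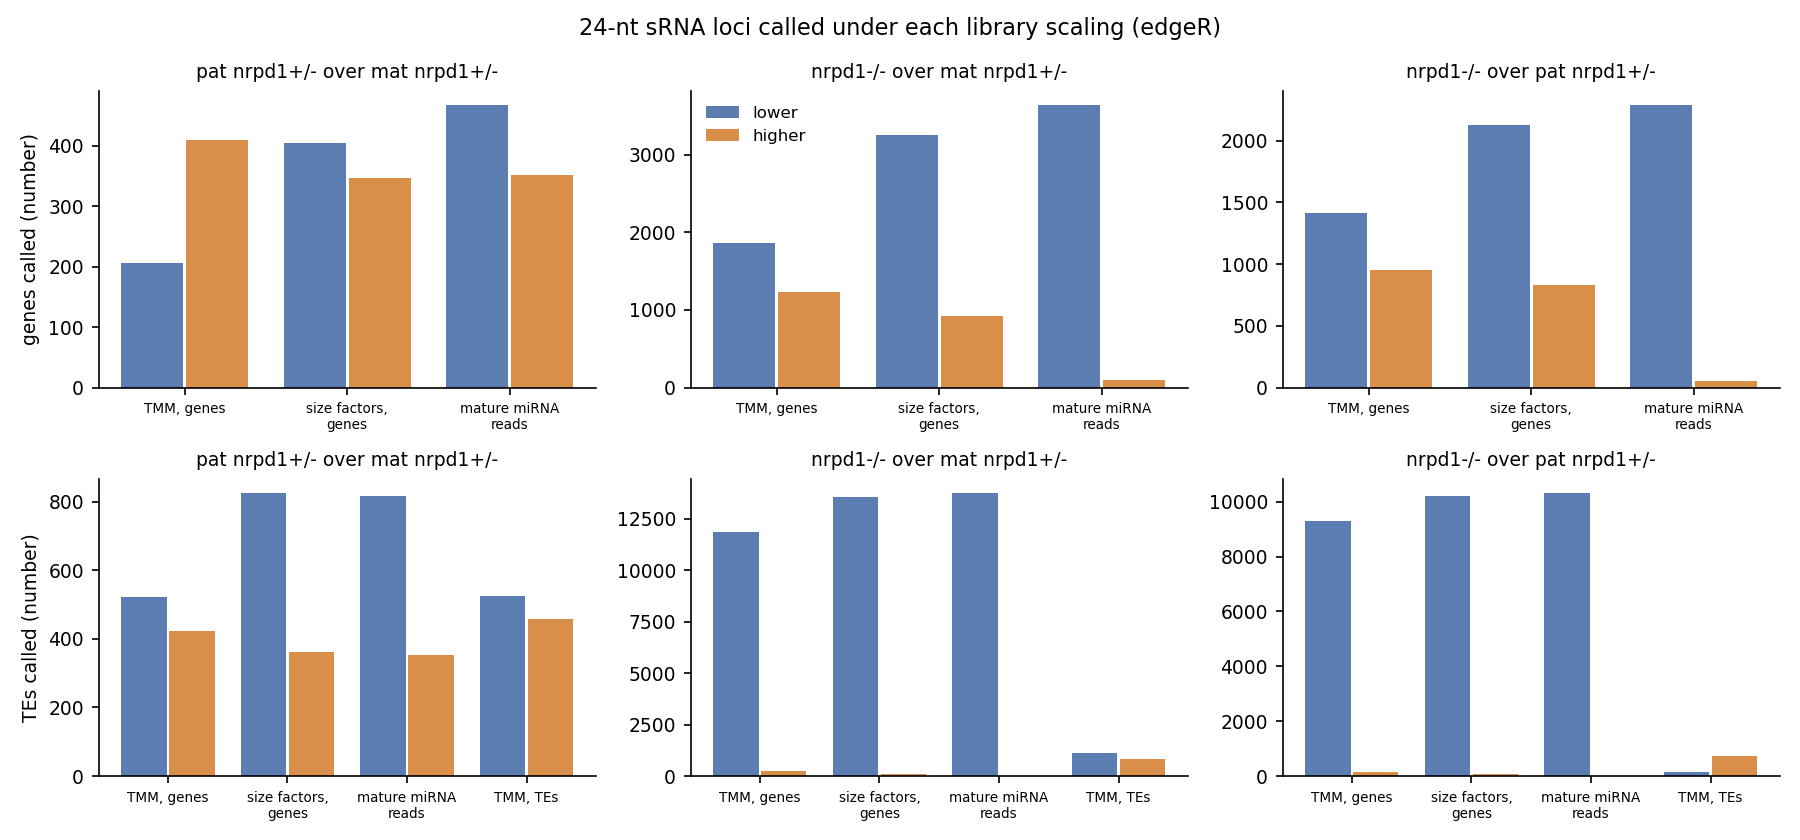
Bars give the number of genes (top) and TE insertions (bottom) called lower (blue) or higher (orange) for 24-nt sRNAs by edgeR in each pair of genotypes, under each library scaling on the horizontal axis. For nrpd1-/- over mat nrpd1+/- the higher genes go from 1233 with TMM factors from genes to 102 with library sizes from mature miRNA reads.

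Loci changed in mat nrpd1+/- were not spread evenly over the chromosomes. Of the 219 genes higher in mat nrpd1+/- that have a position in the reference, 51 (23.3%) lay in the 5 Mb of chromosome 1 around NRPD1 (21 to 26 Mb), against 5.73% of the tested genes and at most 13.7% in 10000 random lists of tested genes. Of the 251 higher TEs 50 (19.9%) lay there, against 2.12% of tested TEs and at most 5.98% in random lists. The lower TEs were over-represented too, at 28 of 545 (5.14%, random lists at most 4.77%), and the lower genes were not, at 17 of 315 (5.40%, random lists at most 12.1%). In pat nrpd1+/-, 2 of 20 higher genes, 0 of 24 higher TEs, 0 of 48 lower genes and 8 of 261 lower TEs lay in this region. Compared directly, 43 of 205 genes (21.0%) and 56 of 523 TEs (10.7%) that were lower in pat than in mat nrpd1+/- lay there, against 5.88% and 2.07% of those tested. Of those higher in pat nrpd1+/-, 30 of 396 genes (7.58%, random lists at most 10.9%) and 31 of 424 TEs (7.31%, random lists at most 4.72%) lay there.

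**Figure D4:**
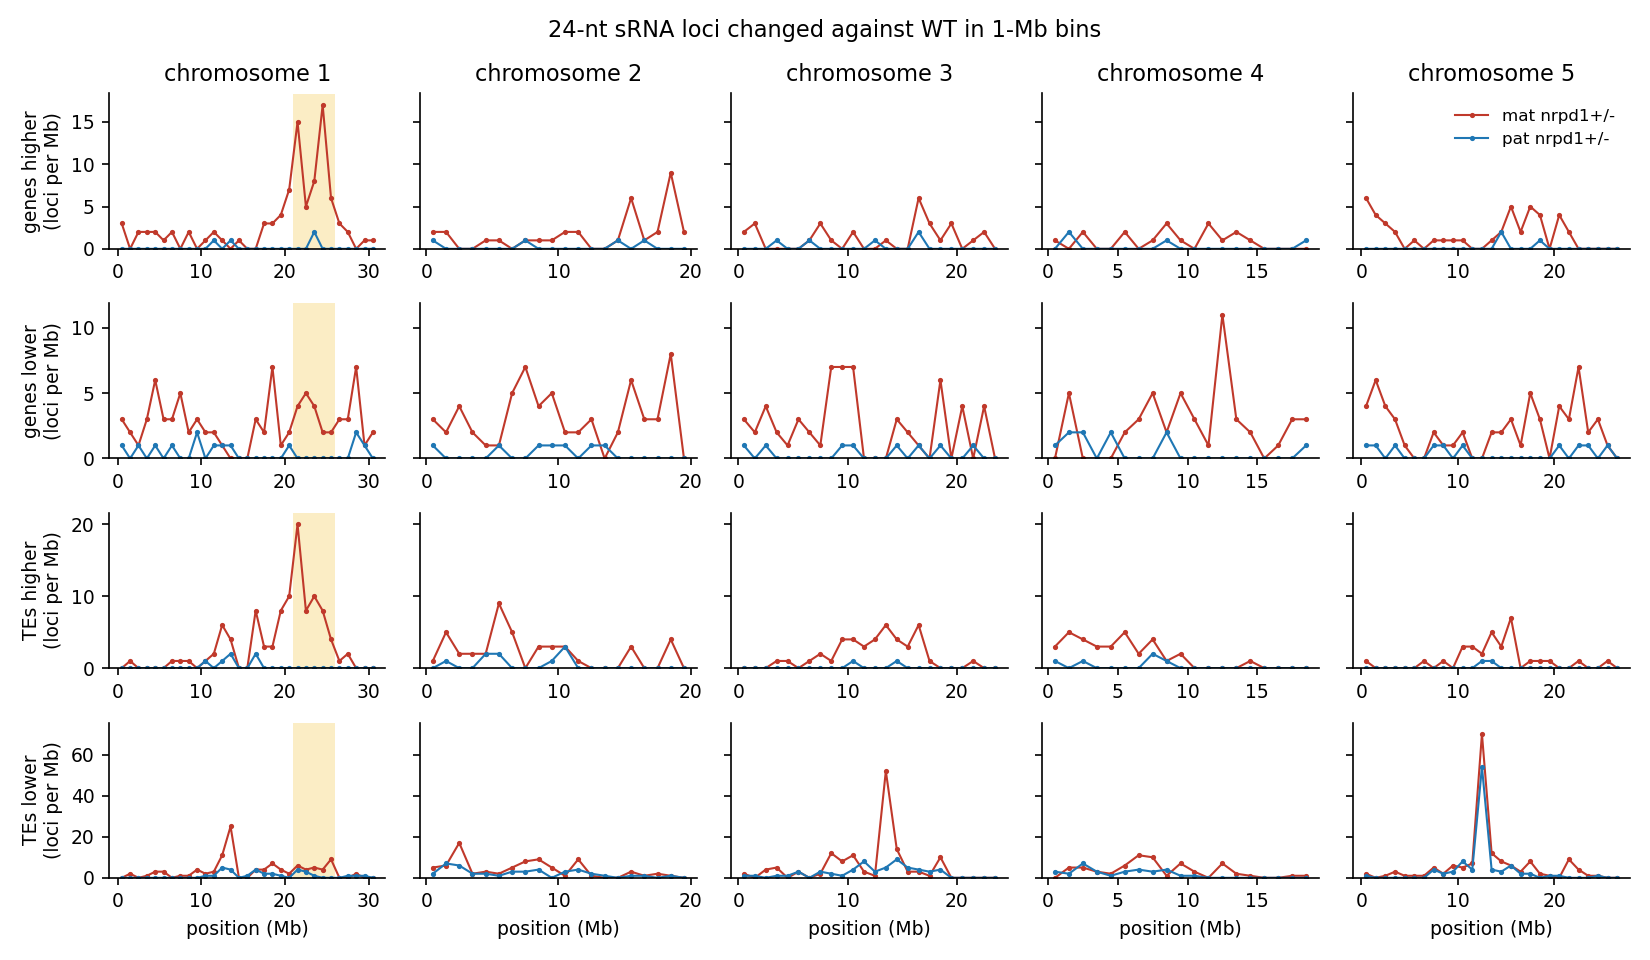
Lines give the number of loci changed against WT per 1-Mb bin along chromosomes 1 to 5 for 24-nt sRNAs, for genes and TEs higher or lower in mat nrpd1+/- (red) and pat nrpd1+/- (blue), with the 21 to 26 Mb region around NRPD1 shaded. In mat nrpd1+/-, 51 of 219 higher genes and 50 of 251 higher TEs fall in the shaded region.

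The authors' deposited window lists, which hold regions without regard to annotation, gave 27300 changed 24-nt regions in nrpd1-/-, of which 5896 were lower (3059 kb) and 21404 higher (9831 kb). In mat nrpd1+/- the authors' list gave 1720 lower (1049 kb) and 1029 higher regions (455 kb), and in pat nrpd1+/- 790 lower (344 kb) and 253 higher (95.9 kb). The median log2 fold change of lower regions was -2.64, -1.25 and -1.24 in these genotypes. At a minimum of 4-fold the authors' lists kept 173 lower regions in mat nrpd1+/- and 46 in pat nrpd1+/-. For 21-nt sRNAs the authors' lists gave 6994 lower and 2154 higher regions in nrpd1-/-, 1038 and 408 in mat nrpd1+/- and 160 and 272 in pat nrpd1+/-. Of the lower 24-nt regions, 144 overlapped between mat and pat nrpd1+/-, which is 8.37% of the mat and 18.2% of the pat regions. With lower regions of nrpd1-/-, 255 (14.8%) of those in mat and 287 (36.3%) of those in pat nrpd1+/- overlapped. For 21-nt sRNAs, 691 (66.6%) of the lower mat regions and 120 (75.0%) of the lower pat regions overlapped lower regions of nrpd1-/-. Of the lower 21-nt regions, 3685 (52.7%) in nrpd1-/-, 597 (57.5%) in mat and 66 (41.3%) in pat nrpd1+/- overlapped a lower 24-nt region of the same genotype.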

Values the study reported

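The paper gives its shares over loci whose 24-nt sRNAs depend on NRPD1. It reports lower 24-nt sRNAs at 327 genes (2%) in mat nrpd1+/- endosperm and at 60 genes (0.3%) in pat nrpd1+/- endosperm. For TE insertions it gives 545 (2.8%) in mat nrpd1+/- and 261 (1.35%) in pat nrpd1+/-. It states that 22 of the 327 genes were also lower in pat nrpd1+/-.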

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

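The test of read depth below was chosen only after the result was seen.

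The size-class totals of the gene tables, which the comparisons of single loci do not use, hold a signal of their own. The share of 24-nt reads counted in no gene was 88.1% in mat nrpd1+/-, 82.8% in pat nrpd1+/- and 56.8% in nrpd1-/-. It includes reads that could not be given to a single gene. The share of reads lying in no gene alone was 87.7% ± 0.383 (SD, n = 3), 82.4% ± 2.73 (SD, n = 2) and 55.5% ± 0.794 (SD, n = 3). For the former share the exact permutation test between mat nrpd1+/- and nrpd1-/- gave p = 0.1, the smallest it can give with 3 libraries against 3, so chance cannot be excluded by it. The libraries of nrpd1-/- also hold fewer 24-nt reads. Mat nrpd1+/- libraries thinned at random to 641498 reads, the smallest nrpd1-/- total, had a share of 88.1% (SD 0.359). Random thinning keeps a share by construction, so it cannot test depth. Within genotypes the share did not rise steadily with depth. In nrpd1-/- it was 56.2%, 57.6% and 56.6% at 641498, 948559 and 1117961 reads. In pat nrpd1+/- it was 84.7% and 80.9% at 7304432 and 17186481 reads, and mat libraries stayed at 87.8% to 88.5%. These values argue against depth as the cause within these ranges of depth. No library lies between the depths of nrpd1-/- and the heterozygotes, so over that gap depth and genotype cannot be told apart. The design gives a biological explanation, a loss of sRNAs that is larger at TEs than at genes. From mat nrpd1+/- to nrpd1-/- the median log2 fold change was -2.85 over tested TEs and -1.02 over tested genes, with the same library sizes for both. These are largely the same reads counted another way, so the explanation stays a hypothesis.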

How the results depend on the processing

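The tests chosen only after the results were seen are the WT minimum of 5 for loci that were higher, the fold changes rebuilt from library values, the ratios of named loci to WT means from the authors' tables, the comparisons with loci of similar WT mean and the fits of only those libraries whose replicate numbers both groups share. Of the values that answer a comparison, 338 of the values under an alternative stayed within their limits (1.5 times for a count) and 107 moved. Of the others, which are single loci and shares, 168 stayed, 7 moved and 3 reversed, and the adjusted p of AT1G63020 left its threshold in 15 and came within it in 1. Where no cause is named below, the cause was not tested.

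A WT minimum of 20 leaves fewer loci by construction. Genes lower in nrpd1-/- then numbered 875 (21 nt), 763 (22 nt), 2024 (23 nt) and 2471 (24 nt), and TEs 890, 3616 and 8524 for 21, 22 and 23 nt. Genes with higher 24-nt sRNAs numbered 179 in nrpd1-/-, 163 in mat nrpd1+/- and 28 in pat nrpd1+/-, and TEs in nrpd1-/- 96. Of 21-nt mature miRNA entries 24 were lower, with 851 other genes, and the share of other genes lower for 24-nt sRNAs was 88.0%. A WT minimum of 5 for higher loci left 571 genes and 205 TEs in nrpd1-/-.

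An adjusted p of at most 0.01 is stricter by construction. In pat nrpd1+/- against WT it left 46 lower genes for 21-nt, 8 for 22-nt and 16 for 23-nt sRNAs, 29 genes with higher 24-nt sRNAs and 6 TEs with lower 22-nt sRNAs, and in nrpd1-/- 794 TEs with lower 21-nt sRNAs. In the direct tests it left 136 genes and 306 TEs with lower 24-nt sRNAs in pat than in mat nrpd1+/-, 21 genes and 103 TEs with lower 21-nt sRNAs, and 900 genes lower in nrpd1-/- than in pat nrpd1+/-.

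With no minimum fold change, which adds loci by construction, 593 genes and 1525 TEs were higher and 849 TEs lower in mat nrpd1+/- for 24-nt sRNAs. In pat nrpd1+/- 395 TEs were lower and 102 higher, and 195 were lower for 23-nt sRNAs. Mat and pat nrpd1+/- then shared 138 lower TEs, and 81.7% of TEs losing 22-nt sRNAs also lost 24-nt sRNAs. Pearson's r between the heterozygotes was 0.0237 at genes and 0.257 at TEs with a WT minimum of 20 in both, and 0.194 and 0.327 with rebuilt fold changes. Leaving out 1 library at a time, it ranged from 0.0289 (without pat replicate 3) to 0.304 (without pat replicate 2) at genes and from 0.186 to 0.403 at TEs, from the same libraries. With a WT value of 5 or higher in both size classes, the shares also losing 24-nt sRNAs were 96.0% (21 nt) and 78.1% (23 nt) of genes, and 82.4% (22 nt) and 60.3% (23 nt) of TEs.

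With DESeq2 size factors, 404 genes and 825 TEs had lower 24-nt sRNAs in pat than in mat nrpd1+/-, and 131 genes and 314 TEs lower 21-nt sRNAs. In nrpd1-/- 3253 genes were lower than in mat and 2128 lower than in pat nrpd1+/-, with 87 and 61 TEs higher. AT1G63020 in nrpd1-/- over pat nrpd1+/- reversed to -1.19. With library sizes from mature miRNA reads, 468 genes and 818 TEs were lower in pat than in mat nrpd1+/-. In nrpd1-/- 3645 genes were then lower and 102 higher than in mat, and 2291 lower and 56 higher than in pat nrpd1+/-, with 6 TEs higher than in mat and 1 higher than in pat. AT1G63020 reversed to -3.54. With library sizes and TMM factors from TEs, TEs in nrpd1-/- numbered 1133 lower and 811 higher against mat, and 141 lower and 726 higher against pat nrpd1+/-, and 109 TEs had lower 21-nt sRNAs in pat than in mat nrpd1+/-. These factors set the centre of the fold changes, so a loss shared by most TEs is removed by construction.

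With no filter beyond 1 read, which tests more loci by construction, genes higher in nrpd1-/- numbered 5640 against mat and 4292 against pat nrpd1+/-, and TEs 653 and 521. In pat against mat nrpd1+/- 616 genes were higher for 24-nt and 489 genes and 351 TEs for 21-nt sRNAs. With all 8 libraries in a single fit, 2868 genes were lower and 1931 higher in nrpd1-/- than in mat, and 2962 lower and 1745 higher than in pat nrpd1+/-, with 14382 TEs lower than in pat nrpd1+/-. AT1G63020 over pat nrpd1+/- reversed to -0.24. With DESeq2's own test 42 genes and 100 TEs had lower 21-nt sRNAs in pat than in mat nrpd1+/-.

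Replicate numbers are shared between genotypes, so a replicate block was fitted on the libraries with shared numbers. Of the counts it moved 1 past its limit, the TEs with lower 21-nt sRNAs in pat nrpd1+/-, to 89, against 140 for the same libraries without the block. Across genes, deviations of libraries with the same number from their group means had a correlation of -0.231 between mat and pat nrpd1+/-, -0.0405 to 0.0196 between mat nrpd1+/- and nrpd1-/-, and 0.154 between pat nrpd1+/- and nrpd1-/-. The sign differed between pairs of genotypes, so the numbers were not taken as pairs. With the block AT1G63020 in nrpd1-/- over mat nrpd1+/- had an adjusted p over 0.05, and with TMM factors it changed less than 2-fold with or without the block.

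Leaving out 1 library at a time, genes with lower 24-nt sRNAs in pat than in mat nrpd1+/- ranged from 153 to 421 (without pat replicate 3), and TEs from 340 (without mat replicate 2) to 1360 (without pat replicate 3). For 21-nt sRNAs lower genes ranged from 48 (without pat replicate 2) to 167 (without pat replicate 3; 122 without mat replicate 3), higher genes from 247 to 474 (without pat replicate 3) and lower TEs from 113 (without pat replicate 2) to 665 (without pat replicate 3). Without 1 of the 2 pat libraries, the lone sample is assumed to vary like the other groups.

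At a minimum of 4-fold, which leaves fewer regions by construction, 24-nt regions numbered 173 lower and 56 higher in mat nrpd1+/- and 46 lower and 6 higher in pat nrpd1+/-. For 21 nt 218 were higher in mat, and 62 lower and 95 higher in pat nrpd1+/-. With an overlap of at least 0.5 of the region, 113 lower and 182 higher 24-nt regions of mat nrpd1+/- overlapped those of nrpd1-/-. A change of pseudocount was not run, since the values are counts, and neither was a fit of all 8 libraries for 21-nt sRNAs. On simulated 24-nt data 42.0% of genes changed 4-fold were recovered for nrpd1-/- against pat nrpd1+/-, 67.5% for nrpd1-/- against mat nrpd1+/- and 81.0% for mat against pat. These fits differ in depth, spread and number of libraries, which were not separated.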

Other observations

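The tests chosen only after the result was seen are those of higher loci and of lower loci around NRPD1, of 1 scaling for 23- and 24-nt TEs and for regions, of loci shared in simulations, of miRNAs compared directly, and of the reads of nrpd1-/- replicates 1 and 2 (library size, carry-over and admixture).

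Loci changed in mat nrpd1+/- gathered on chromosome 1 around NRPD1. The mutant allele was made in Col-0 and introgressed into Ler. In a legend on allelic mRNA, the paper states that Col-0 introgressions remain in the Ler mutant and that genes in them were left out. That legend gives no positions. The Ler mother may thus carry Col-0 sequence around NRPD1, and loci in such a stretch would differ from WT for that reason. Of the genes changed in mat nrpd1+/-, 12.7% lay in the 5 Mb around NRPD1, against 5.73% of tested genes and at most 9.74% in 10000 random lists. For higher genes it was 23.3% (random lists at most 13.7%), and for lower TEs 5.14% (random lists at most 4.77%), as this explanation needs. The fullest 1-Mb bin of lower TEs was on chromosome 5 at 12 Mb, with 70 of 545, against 28 in the 5 Mb around NRPD1. The same bin was the fullest in pat nrpd1+/-, with 54 of 261 lower TEs. Introgression around NRPD1 can thus account for a small part of the lower TEs at most. Genes lower in mat nrpd1+/- were not over-represented, at 5.40% (random lists at most 12.1%), which argues against introgression around NRPD1 as the cause for them as a set. In pat nrpd1+/-, where the mutant parent is Col-0, 2 of 20 higher genes and 0 of 24 higher TEs lay there. Other introgressed stretches were not tested, and a response of these loci to the loss of the maternal copy stays open as untested.

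In the authors' deposited tables fewer TEs were lower in nrpd1-/- for 24-nt (57.8%) than for 23-nt sRNAs (97.2%). The authors' size factors of the 24-nt TE table were 0.214, 0.221 and 0.154 for the nrpd1-/- libraries, against 0.517, 0.522 and 0.354 in the gene table. The scaling of the 24-nt TE table may be the cause. With 1 scaling from mature miRNA reads, the shares lower in nrpd1-/- than in mat nrpd1+/- were 99.6% for 24-nt and 99.7% for 23-nt sRNAs. Both are near the ceiling. The median log2 fold changes of TEs were -7.19 for 24-nt and -8.40 for 23-nt sRNAs with this scaling, and -2.85 and -7.10 with TMM factors from genes of each size class. The gap between the classes was thus smaller with 1 scaling, and a part of it stayed. The scaling and a true difference between size classes cannot be told apart.

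Most 24-nt regions changed in nrpd1-/- were higher than WT in the authors' deposited list (78.4%). The scaling may be the cause here too. Genes lying in higher regions alone had a median log2 fold change of -2.45 in nrpd1-/- over mat nrpd1+/- when scaled by mature miRNA reads, -0.51 with DESeq2 size factors and 1.40 with TMM factors from genes. TEs lying in higher regions alone had medians of -4.28, -2.39 and -0.50 under these scalings. Against WT, the median in the authors' deposited tables was -0.37 at these genes and 0.31 at these TEs. At genes the sign depends on the scaling, and at TEs it was negative under all 3, so the scaling and a rise of sRNAs in these regions cannot be told apart.

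Fold changes against WT had a Pearson's r of 0.0878 across genes between mat and pat nrpd1+/-. Shared WT libraries alone gave 0.413 to 0.448 in simulated unchanged groups. The observed value lies below this range. Across TEs the observed Spearman's rho of 0.498 lay above the simulated 0.392 to 0.415, while across genes the observed 0.350 lay below the simulated 0.399 to 0.431. Changes in 1 genotype alone may lower r, so the part of it due to shared WT libraries cannot be told apart from a shared response. Of the genes lower in both, the most that any simulation of unchanged groups with shared WT libraries gave was 0, against 22 in the authors' deposited tables. The simulation holds no outlying WT library, so sharing from shared WT libraries cannot be told apart from a shared loss. The family ATDNA12T3_2 made up 68 of the 82 shared TEs. Its copies may share reads, which was not tested, so these TEs cannot be taken as independent of each other.

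Mature miRNA entries were called changed against WT more often than other genes in mat and pat nrpd1+/-. Compared directly between these genotypes, 1.24% of 21-nt entries differed (3 of 241; 5 of 241 when scaled by miRNA reads), as a difference between the WT libraries and all mutant libraries needs. For 24-nt sRNAs 21 of 161 differed. Such a difference is a candidate explanation for the calls of 21-nt miRNAs, and an effect common to both heterozygotes was not tested and stays open.

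At the 78 genes lower in mat nrpd1+/- with a WT mean of 1000 or more, nrpd1-/- libraries held 29647, 13625 and 3857 reads (replicates 1, 2 and 3), and mat libraries 7222, 6990 and 6561. Replicate 1 held 7.69 times the reads of replicate 3 (bootstrap 4.93 to 14.2), against 1.73 times for all genic reads, which argues against library size. If a whole pat nrpd1+/- library had carried over, unchanged genes would hold the same percent of its reads. In replicate 1 the median was 1.42% of the pat replicate 2 reads at the lower genes (1.31% to 1.52%) and 0.464% at unchanged genes (0.353% to 0.625%), which argues against such carry-over. Against pat replicate 3 these medians were 5.73% and 0.911%. In replicate 2 the medians were 2.31% (2.09% to 2.61%) and 1.17% (0.940% to 1.42%) of the pat replicate 3 reads, which argues against carry-over of that library. They were 0.566% and 0.536% of the pat replicate 2 reads, so carry-over of that library and other causes cannot be told apart.

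Material with the WT sRNA profile was tested in the same way against the WT means worked out from the authors' deposited tables. In nrpd1-/- replicate 1 the medians were 4.76% at the lower genes (4.43% to 5.12%) and 0.698% at unchanged genes (0.513% to 0.902%). In replicate 2 they were 1.89% (1.73% to 2.03%) and 0.802% (0.715% to 1.11%). Both argue against such an admixture as the whole cause. Other values go with WT-like material at these loci: across the lower genes Spearman's rho with these WT means was 0.521, 0.442 and 0.266 in nrpd1-/- replicates 1, 2 and 3, against 0.0564, -0.0280 and -0.0339 in the mat libraries. Such material as a part of the cause, and material with another profile, stay open.

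Of the 10 splits of the 6 libraries of mat nrpd1+/- and nrpd1-/-, 1 (the real one) gave as many called genes, 3093, and 1 as many called TEs, 12103. The other splits called 0 genes and 0 TEs with edgeR. With 10 splits the share cannot fall under 0.1, so chance cannot be excluded by this count.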
